A study of Caenorhabditis elegans with 53 samples.

How the data were processed

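The series covered 53 samples of the nematode Caenorhabditis elegans: 47 small RNA libraries and 6 mRNA libraries, in 22 groups that were taken from the sample titles and treatments. Small RNAs were size-selected on gels and ligated without fragmentation, and per the labels' protocols some samples were first treated with RNA 5′ pyrophosphohydrolase, an enzyme that trims the triphosphate of 22G-RNAs so that they can be ligated. The mRNA libraries were stranded and depleted of rRNA, per the labels' protocols.

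Small RNA values came in 8 tables, each with its own samples, as RPM, read counts scaled by library size, that the authors made with the tinyRNA pipeline and custom Python scripts, per the labels' protocols. Each row of a table was a feature within a small RNA class, so a gene could have a row in more than 1 class and a read could be counted more than once. The 23H-RNA class differed from the others in that its rows were 1193 single sequences of 21 to 24 nt rather than genes, and that list came from the authors. The RPM denominator was not stated. The rows of a library summed to between 379889 and 982594 RPM, so the listed features held only part of it. The mRNA table held signal values, which the authors had made with fastp, STAR, RSEM and DESeq2 size factors, per the labels' protocols. These deposited signal values are normalized counts and were not whole numbers, with totals of 8.20e+06 to 9.00e+06 per library. No genome build was stated for either kind of table, so no coordinates are given, and names are those in the tables. For mRNAs a table of gene symbols matched 27993 of the 30122 gene IDs, and genes without a symbol keep their ID.

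Sequencing depth was estimated from the RPM values themselves. Among values of at most 2 RPM, the smallest common step was 0.0314 to 0.0929 RPM across the 47 small RNA libraries, so that 1 RPM stood for about 10.8 to 31.8 reads (median 17.8). Between 72.0% and 93.9% of those low values lay on a step, against 11.0% to 32.5% for values placed at random. Most low values could thus be read as whole reads, but the rest could not, so count tests were not run. Features that map to several loci may account for the rest, since the authors' handling of them is not stated. Every one of the 53 sample columns was used. In 3 columns of the tables (1 of the dcr-1 RNAi group and 2 of the inputs of the RDE-1 nrfl-1 RNAi experiment) the name gave the group but could not be matched to a single labelled sample. The dcr-1 RNAi column concerned is numbered replicate 3, while the labels give only 2. All columns of that table name RDE-4::FLAG beside GFP::RDE-1, and the columns of the ALG-1 nrfl-1 RNAi table name HA-tagged ALG-1. Neither name is in the labels, which are followed here, so strain and tag are uncertain. A single blank cell in the ALG-1 nrfl-1 RNAi table removed its feature from the fits.

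Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(RPM + 1) over features with a mean of at least 1 RPM in the fitted libraries, or on log2(normalized count + 1) over genes with a mean of at least 10. P-values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison, with 0.05 as the threshold. A fold change is therefore on the log2(value + 1) scale, which understates the change of low features. In the ALG-1 and ALG-2 tables with L4440 and rde-1 RNAi, the 4 groups of a table were fitted together, and the difference between both enrichments was tested as an interaction. The other 7 comparisons were fitted on the pair of groups compared. RPM values were compared only within a table, since the tables were made separately and listed different rows. All 13 comparisons were fixed before the data were examined. For the mRNAs a log-scale test was planned because the values are normalized, not raw, counts.

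Features were named by a rule fixed at the same time: a list of 12 genes and microRNAs, namely rde-1, dcr-1, nrfl-1, oma-1, alg-1, alg-2, mir-243, let-7, lin-4, mir-35, Y47H10A.5 and rncs-1, and beyond it at most 5 features with the largest rise and 5 with the largest fall per comparison. Those 5 had to be past the threshold, with no overlap between the libraries of the groups compared, and with a group mean of at least 10 RPM or 50 normalized counts. Listed features below the filter in a comparison were not tested there.

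A set of RDE-1-enriched small RNAs was taken from the GFP::RDE-1 co-immunoprecipitation against its input (log2 fold change of at least 1, past the threshold) and tested in 3 other fits with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 3 tests. For the class shares, the RPM of a class was divided by the sum over all rows of the table, and group means were compared by a two-sided exact permutation test. That test cannot go below 0.33 with 2 libraries against 2, or below 0.1 with 3 against 3 or 2 against 3, so it cannot pass 0.05 in any of these comparisons.

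The fitting routine was tested on simulated libraries drawn from the real features' means and spreads, with 200 features changed by known factors. With 3 libraries against 3, 95% of the changed small RNA features were recovered and 4.52% of the 199 calls were false (13461 features tested). With 2 against 2 it recovered 76% (13441 tested), with 2 against 3 it recovered 85.5% (9680 tested), and for mRNAs with 3 against 3 it recovered 77% (11584 tested). All simulated libraries had the spreads of wild-type libraries, and as many features were raised as lowered. These rates therefore do not carry over to the co-IPs or to comparisons in which most features shift together. A set of 60 shifted features had a camera p of 2.65e-54 to 1.91e-27 over the 4 simulations, and unshifted sets had one of 0.0974 to 0.923. The alternatives tried were a pseudocount of 0.1, no filter on low values, centring each library's log2 values on their median, rescaling to the features that are not microRNAs, summing the rows of a feature, the replicate number as a block (for GFP::RDE-1 on nrfl-1 RNAi the number in the column name, a choice made after seeing the data), fitting only the pair of groups compared in the ALG-1 and ALG-2 tables, leaving out each library in turn, and for the sets other tests and set definitions. Rescaling leaves the microRNAs out of the test, and it changes which features pass the filter. Shares, splits of the libraries and sequence pairs were computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.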

Results

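The data comprised small RNA sequencing of whole animals, of Argonaute co-immunoprecipitates (co-IPs) and of the lysates they were made from (inputs), together with mRNA sequencing. Argonautes are the proteins that carry small RNAs to their targets. RDE-1 is the Argonaute needed for RNA interference (RNAi) by introduced double-stranded RNA in C. elegans, ALG-1 and ALG-2 are its main microRNA Argonautes, and Dicer, encoded by dcr-1, cuts double-stranded RNA. L4440 is the empty vector fed to animals as the control for RNAi by feeding. The title of the series names a class of low-abundance, Dicer-dependent small interfering RNAs (siRNAs), which the tables list as 23H-RNAs. Small RNA groups had 2 or 3 libraries each: 3 of wild-type and 3 of rde-1(ne219) adults, 2 inputs and 2 co-IPs of GFP::RDE-1, 2 L4440 and 2 dcr-1 RNAi libraries (labelled GFP::RDE-1, while the table also names RDE-4::FLAG), and 2 each of input and co-IP for GFP::ALG-1 and GFP::ALG-2 on L4440 and on rde-1 RNAi. A further 3 inputs and 3 co-IPs each came from GFP::RDE-1 and GFP::ALG-1 on nrfl-1 RNAi (the columns of the latter say HA rather than GFP), and 3 adult libraries were set against 2 of embryos. The mRNA libraries were 3 of wild type and 3 of rde-1(ram40). Each small RNA library had an estimated 10.8 to 31.8 reads behind each RPM, and the mRNA libraries had totals of 8.20e+06 to 9.00e+06 normalized counts. The 3 adult libraries held the same values as the 3 wild-type libraries in all 25921 rows that both tables list, so these are 3 libraries, not 6, and the comparisons with rde-1(ne219) and with embryos share their controls.

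The composition of the libraries set the scale on which RPM could be compared. MicroRNAs held 30.5% ± 1.8 (SD, n = 3) of the summed RPM in wild-type adults and WAGO-class 22G-RNAs (secondary siRNAs of 22 nt that begin with G) held 38.0% ± 0.73. In the ALG-1 and ALG-2 inputs on L4440, microRNAs held 87.4% ± 0.75 and 85.3% ± 0.69 (SD, n = 2), and WAGO-class 22G-RNAs held 0.331% ± 0.033 and 0.283% ± 0.014. The labels name pyrophosphohydrolase treatment, which 22G-RNAs need to be ligated, for 10 libraries: wild type, rde-1(ne219) and the GFP::RDE-1 input and co-IP without an RNAi label.

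**Figure D1:**
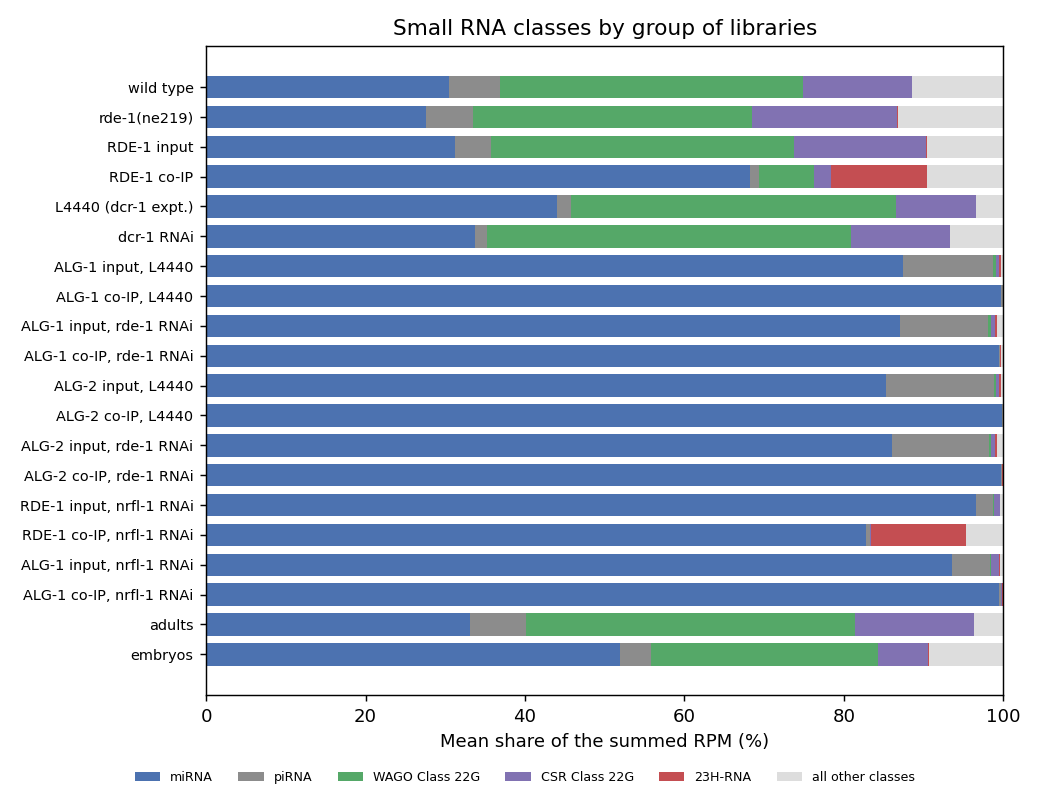
Mean share of the summed RPM of each table's rows, in percent (x axis), that each small RNA class held in each group of libraries (y axis), with classes as stacked bar segments. MicroRNAs held 99.8% in the ALG-1 co-IPs on L4440 and 68.3% in the RDE-1 co-IPs, where 23H-RNAs held 12%.

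The first comparison asked which small RNAs depend on RDE-1. Of 13650 features tested between rde-1(ne219) and wild-type adults, 7152 had a limma adjusted p under 0.05, 5392 higher and 1760 lower in the mutant. The median log2 fold change of all features was 0.18, and 395 of the features past the threshold rose and 175 fell by 2-fold or more. Centring each library on its median moved the division most, to 53.1% of the calls higher against 75.4% without it. The largest fall was that of the 22G-RNAs of Y47H10A.5 (WBGene00012961, WAGO class), from 897 RPM ± 28.1 to 3.04 RPM ± 1.63 (SD, n = 3 each; log2 fold change -7.87, SE 0.21, limma adjusted p 3.16e-10). The 22G-RNAs of Y81B9A.5 (WBGene00304906) fell from 788 RPM ± 14.1 to 95.2 RPM ± 11. The piRNA 21ur-54 (WBGene00049521) went from 21.7 RPM ± 3.48 to 0.133 RPM ± 0.189. The largest rises were in unclassified 22G-RNAs of tbc-6 (WBGene00015410), from 6.12 RPM ± 0.176 to 158 RPM ± 13.5 (log2 fold change 4.47, limma adjusted p 2.05e-11), of haf-9, from 7.55 to 168 RPM, and of rgs-4, from 2.43 to 64.6 RPM. Of the 12 tested rows of the fixed list, 9 were past the threshold over all features and 9 adjusted over the list alone. Among them (limma) miR-243-3p rose from 21.4 RPM ± 2.32 to 64.6 RPM ± 8.32 (log2 fold change 1.54) and the 22G-RNAs of rde-1 itself from 30.7 RPM ± 2.35 to 42.6 RPM ± 7.13 (0.45). In the same fit (limma), the 22G-RNAs of alg-1 rose (1.49), as did those of alg-2 (0.62) and oma-1 (0.48), and miR-35-3p fell (-0.57), while those of dcr-1 (0.21, adjusted p 0.0812), let-7-5p (adjusted p 0.553) and lin-4-5p (adjusted p 0.365) did not pass.

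By class, 2374 of the 2398 CSR-class 22G-RNA rows past the threshold were higher in rde-1(ne219), and all 16 ERGO-class 26G-RNA rows past it (of 18 tested) were lower. The ERGO-class 26G-RNA share was 0.00576% ± 0.0041 in the mutant and 0.0142% ± 0.0023 in wild type, without overlap between the 3 and 3 libraries (two-sided exact permutation p 0.1, the smallest possible here). The 23H-RNA sequences held 0.0757% ± 0.0073 in the mutant and 0.0519% ± 0.0049 in wild type (exact p 0.1), so they were not lower in the mutant. Of the 33 sequences with enough RPM to test, 11 were past the threshold upward and 5 downward.

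The second comparison asked which small RNAs RDE-1 binds. Of 9046 features tested between GFP::RDE-1 co-IP and input, 8520 were past the threshold, 628 higher and 7892 lower in the co-IP, with a median log2 fold change of -1.87. Enrichment is therefore relative to the rest of each library. After centring on that median 3210 features were past the threshold, 43.6% of them higher against 7.37% without it. The 23H-RNA sequences held 12% ± 6.7 of the summed RPM in the co-IPs and 0.1% ± 0.0098 in the inputs (SD, n = 2 each; exact p 0.33, the smallest possible with 2 against 2), a difference of 11.9 percentage points that ranged from 7.21 to 16.6 when libraries were left out in turn. All 398 of the 406 tested 23H-RNA sequences that passed the threshold were higher in the co-IP. The list came from the authors, and how it was chosen was not known here. If it drew on RDE-1 co-IPs, this direction was fixed in advance. The listed sequences carried 179 locus names, some of which share a locus. By name, F43E2.6 gave 69.3% of the 23H-RNA RPM in the co-IP and mir-5592 gave 12%. The Y57G11C.1145 hairpin gave 8.22% under a name shared with Y57G11C.51 and 7.85% under its own. In sum this hairpin exceeded mir-5592 in the mean. It did not in co-IP replicate 1 (3933 and 3606 RPM against 10644 RPM for mir-5592). CATCTCAGAAACATCGGCAAATG from F43E2.6 was at 6803 RPM ± 1819 in the co-IP and 29.6 RPM ± 0.990 in the input (log2 fold change 7.77, SE 0.21, limma adjusted p 4.98e-05), and TGTATTAAACGGTAAGGGCCGGC from mir-5592 was at 9390 RPM ± 1680 and 43.6 RPM ± 0.474 (7.71). Among microRNAs, miR-789-2-5p had 5868 RPM ± 2760 against 24.2 RPM ± 4.19 (7.79) and miR-243-3p had 2637 RPM ± 1544 against 24.6 RPM ± 2.76 (6.56). The 22G-RNAs were lower, for example those of Y36E3A.2, at 5.29 RPM ± 1.73 in the co-IP and 74.3 RPM ± 0.629 in the input (-3.61). All 16 tested rows of the fixed list were past the threshold, over all features and adjusted over the list alone. The largest changes were those of siRNAs against nrfl-1 (372 RPM ± 18.9 in input and 53693 RPM ± 19274 in co-IP, log2 fold change 7.12) and against oma-1 (11.6 RPM ± 0.842 and 1669 RPM ± 652, 7.0). The labels of these libraries name no RNAi. The classes of these rows, nrfl-1 exo-siRNA and oma-1 exo-siRNA, nevertheless name them as siRNAs from introduced double-stranded RNA. These libraries are therefore not a reference without RNAi. miR-243-5p (3.41), miR-35-3p (1.82), let-7-5p (1.61) and lin-4-5p (1.43) were higher as well, and the 22G-RNAs of Y47H10A.5 (-2.72), dcr-1 (-2.45), alg-1 (-2.01), rde-1 (-1.96) and alg-2 (-1.71) lower.

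**Figure D2:**
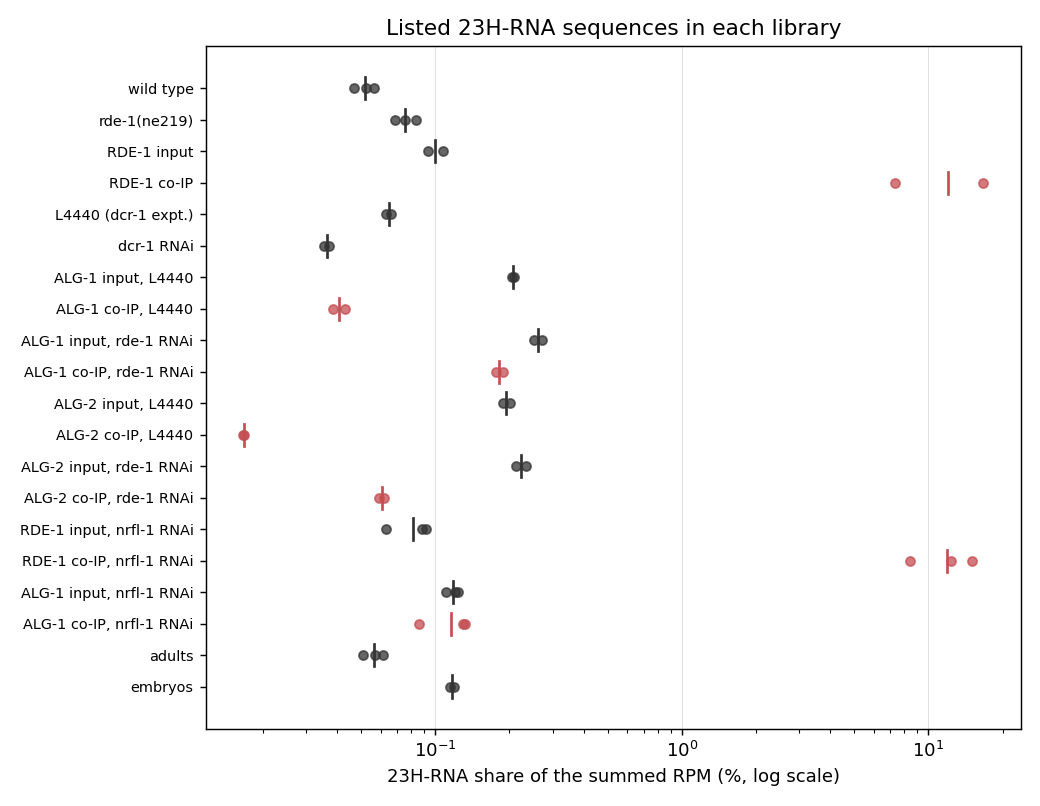
Share of the summed RPM of each table's rows, in percent on a log axis (x axis), held by the listed 23H-RNA sequences in each library (points; co-IPs in red) of each group (y axis), with the group mean as a vertical line. The RDE-1 co-IPs average 12% and 11.9%, while the ALG-1 co-IPs average 0.0408% on L4440 and 0.182% on rde-1 RNAi.

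The third comparison asked which small RNAs depend on Dicer. The target came first as a check of the labels: siRNAs against dcr-1 rose from 64.1 RPM ± 10.1 on L4440 to 16861 RPM ± 157 on dcr-1 RNAi (SD, n = 2 each; log2 fold change 8.03, limma adjusted p 1.67e-22). Of 7704 features tested, 1632 were past the threshold, 1373 higher and 259 lower. This count depended on the processing more than most. It was 31 without the filter on low features, 798 after centring on the library medians, of which 20.8% were higher against 84.1% without centring, and 612 after rescaling to the features that are not microRNAs, of which 9.48% were higher. The microRNA share was 33.8% ± 1.3 on dcr-1 RNAi and 44.0% ± 1.2 on L4440, and 68 of the 92 microRNA rows past the threshold (184 tested) were lower. A fall of this size was not limited to microRNAs. The median log2 fold change was -0.20 for piRNAs and -0.21 for microRNAs. Of the 119 piRNA rows past the threshold (1202 tested), 118 were lower. The piRNA share was 1.43% ± 0.057 on dcr-1 RNAi and 1.76% ± 0.012 on L4440. ERGO-class 26G-RNAs went the other way, with 9 of the 10 rows past the threshold higher and 1 lower (41 tested). Their share was 0.0963% ± 0.0073 on dcr-1 RNAi and 0.0777% ± 0.0087 on L4440. Both ALG-class 26G-RNA rows past the threshold (16 tested) were lower. The 23H-RNA share was 0.0363% ± 0.0011 against 0.0647% ± 0.0021 (exact p 0.33, the smallest possible), and all 11 of the 37 tested sequences that passed were lower. CATCTCAGAAACATCGGCAAATG from F43E2.6 was at 7.98 RPM ± 1.87 against 27.3 RPM ± 5.45 (log2 fold change -1.66, limma adjusted p 4.79e-06), and miR-246-3p was at 119 RPM ± 10.6 against 350 RPM ± 24.2 (-1.55). Some microRNA strands rose, with miR-58a-5p at 260 RPM ± 16.5 against 68.2 RPM ± 2.97 (1.91). Of the 12 tested rows of the fixed list, 6 were past the threshold over all features and 6 adjusted over the list alone, with miR-243-3p (-1.06), lin-4-5p (-0.60), miR-35-3p (-0.56) and let-7-5p (-0.55) lower and the 22G-RNAs of Y47H10A.5 higher (0.23, limma adjusted p 0.0177).

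The RDE-1-enriched set was then tested in the small RNAs of rde-1(ne219), in those of dcr-1 RNAi and in the mRNAs of rde-1(ram40). It held 577 features: 396 23H-RNA sequences, 122 microRNAs, 57 microRNA precursors, and the siRNAs against nrfl-1 and oma-1. The 22G-RNA shares fell in the co-IP that gave the set, so membership of microRNAs may partly reflect library composition. On dcr-1 RNAi the 124 matched features were lower (median log2 fold change -0.34, against 0.22 for the other features; camera adjusted p 4.96e-49), with 99 lower and 25 higher. In rde-1(ne219) the 123 matched features had a median of -0.03 against 0.19 (camera adjusted p 0.00285), with 57 higher and 66 lower. Among the mRNAs, 16 genes matched and the set did not pass (median 0.04 against 0.02; camera adjusted p 0.736). The dcr-1 RNAi call held under fry (adjusted p 0.000438) and under an estimated correlation (0.00661), and the rde-1(ne219) call held under neither (0.946 and 0.511). It was also lost when microRNAs were left out of the set (adjusted p 0.736). The set shares rows with the tested fits by name only, since it came from other libraries. On dcr-1 RNAi camera compared it with features such as 3443 CSR-class and 2085 WAGO-class 22G-RNA rows, which rose (medians 0.29 and 0.19). All tested microRNAs had a median of -0.21, and piRNAs, absent from the set, one of -0.20. The set's microRNAs had -0.33 and its 23H-RNA sequences -0.43. The test therefore cannot separate RDE-1 binding from small RNA class.

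The next comparisons asked which small RNAs ALG-1 and ALG-2 bind, and whether this changes when rde-1 is silenced. MicroRNAs held 99.8% ± 0.069 and 99.5% ± 0.034 of the summed RPM in ALG-1 co-IPs on L4440 and rde-1 RNAi, and 99.9% ± 0.036 and 99.8% ± 0.019 in ALG-2 co-IPs. Nearly all other features were lower in the co-IP. Of 3486 features tested for ALG-1, 3434 were past the threshold on L4440 (111 higher) and 3433 on rde-1 RNAi (128 higher), with median log2 fold changes of -2.52 and -2.50. Of 3213 tested for ALG-2, 3170 were past it on L4440 (133 higher) and 3172 on rde-1 RNAi (136 higher), with medians of -2.55 and -2.55. Centring on these medians raised the higher share of calls from 3.23% to 56.3% and from 3.73% to 55.8% for ALG-1, and from 4.20% to 54.5% and from 4.29% to 53.9% for ALG-2. On L4440 the largest ALG-1 rise was that of miR-237-5p, at 12356 RPM ± 16.7 in the co-IP and 2052 RPM ± 91.5 in the input (SD, n = 2 each; log2 fold change 2.59, limma adjusted p 4.56e-08), and lin-4-5p had 18731 RPM ± 1621 against 4171 RPM ± 344 (2.17). For ALG-2 miR-40-3p had 19942 RPM ± 1024 against 4040 RPM ± 724 (2.31) and miR-35-3p had 70738 RPM ± 15156 against 15113 RPM ± 1569 (2.21). The largest falls were of piRNAs, such as 21ur-4375 (WBGene00046132) at 1.88 RPM ± 1.47 in the ALG-1 co-IP against 258 RPM ± 36.1 in the input (-6.59). Of the fixed list on L4440, 6 of 10 tested rows passed for ALG-1 and 8 of 9 for ALG-2, and on rde-1 RNAi 7 of 10 and 7 of 9, over all features and adjusted over the list alone alike. On L4440, miR-35-3p was lower in the ALG-1 co-IP (-0.79) and miR-243-3p (1.49) and let-7-5p (1.55) higher, while in the ALG-2 co-IP miR-243-3p was lower (-2.70) and let-7-5p (0.62) and lin-4-5p (0.57) higher.

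The rde-1 siRNAs checked the labels of the rde-1 RNAi libraries. The row of 23H-RNA-like siRNAs against rde-1 had 2126 RPM ± 435 in the ALG-1 inputs on rde-1 RNAi and 19.9 RPM ± 10.7 on L4440, and 1899 RPM ± 228 and 11.5 RPM ± 1.94 in the ALG-2 inputs. In the ALG-1 co-IPs on rde-1 RNAi it had 2244 RPM ± 425, a difference from input smaller than the spread (log2 fold change 0.08, SE 0.66, limma adjusted p 0.905). As a share of the summed RPM it was lower in these co-IPs, at 0.231% ± 0.043 against 0.421% ± 0.072 in the inputs, without overlap. In the ALG-2 co-IPs it had 645 RPM ± 24.4 (-1.55, limma adjusted p 5.89e-06).

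Enrichment differed between rde-1 RNAi and L4440 for 12 features of ALG-1 (11 higher and 1 lower on rde-1 RNAi; 263 at an unadjusted p under 0.05) and for 10 of ALG-2 (8 higher and 2 lower; 201 unadjusted). Among the 12, 9 were 23H-RNA sequences (8 higher) and 3 were microRNA rows, 2 of them of miR-789-3p with the same values. Among the 10, 5 were 23H-RNA sequences and 3 were microRNA rows (again 2 of miR-789-3p), all higher, and both that fell were 22G-RNA rows of rde-1. Without the filter on low features neither table had a feature past the threshold (1713 and 1917 unadjusted), and a pseudocount of 0.1 left 2 for ALG-1 and 6 for ALG-2. After rescaling to the features that are not microRNAs the balance of the calls turned for ALG-1, with 780 past the threshold, 122 higher and 658 lower and only 3 shared with the 12, while ALG-2 had 0. For CATCTCAGAAACATCGGCAAATG from F43E2.6 the ALG-1 co-IP had 120 RPM ± 22.8 on rde-1 RNAi and 12.1 RPM ± 3.74 on L4440, with inputs of 65.7 RPM ± 4.05 and 45.7 RPM ± 9.24 (interaction log2 fold change 2.69, SE 0.44, limma adjusted p 0.0183). In the ALG-2 co-IP it had 21.8 RPM ± 4.84 and 2.22 RPM ± 0.481, with inputs of 46.6 RPM ± 2.75 and 25.6 RPM ± 0.75 (1.97, limma adjusted p 0.00280). For 2 of the 11 that rose for ALG-1 the interaction came from the input. The microRNA strand miR-240-5p had 6.82 RPM ± 2.30 in the ALG-1 co-IP on rde-1 RNAi against 6.77 RPM ± 0.339 on L4440 while its input went from 70.6 RPM ± 7.50 to 11.1 RPM ± 1.68 (2.55), and a 23H-RNA sequence from mir-5592 had 0 RPM in both co-IP groups and 3.75 RPM ± 1.26 on L4440 against 0.825 RPM ± 0.120 on rde-1 RNAi in the inputs (1.36). For ALG-2, miR-240-5p had 4.45 RPM ± 0.771 and 3.62 RPM ± 0.304 in the co-IPs, while its input went from 40.3 RPM ± 0.665 to 7.38 RPM ± 0.113 (2.53). Of the fixed list, 0 of 10 rows passed for ALG-1 over all features and 1 adjusted over the list alone, and 2 of 9 passed for ALG-2 both ways. As a share, the 23H-RNA sequences held 0.0408% ± 0.0032 in ALG-1 co-IPs on L4440 and 0.182% ± 0.0085 on rde-1 RNAi, and 0.0167% ± 0.00010 and 0.0606% ± 0.0023 in ALG-2 co-IPs. All 4 groups lay below their inputs, which held 0.207%, 0.262%, 0.194% and 0.223% in the same order. Among the RPM outside microRNAs this direction turned, with 23H-RNA shares higher in co-IP than in input by 16.8 and 32.3 percentage points for ALG-1 and 11.5 and 23.7 for ALG-2. In summed RPM it turned for ALG-1 on rde-1 RNAi only. There the 23H-RNA sequences had 1716 and 1827 RPM in the co-IPs against 1402 and 1240 in the inputs. The other co-IP groups stayed below their inputs.

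RDE-1 and ALG-1 were also compared on nrfl-1 RNAi, in separate tables that were each tested on their own. For GFP::RDE-1, 2819 of 3197 features were past the threshold, 483 higher and 2336 lower in the co-IP (median log2 fold change -1.39), and after centring 1564 were, with 50.6% higher against 17.1%. The row of siRNAs against nrfl-1 had 32497 RPM ± 2536 in the co-IP and 576 RPM ± 24.5 in the input (SD, n = 3 each; log2 fold change 5.81, SE 0.18, limma adjusted p 2.38e-08). The 23H-RNA share was 11.9% ± 3.3 against 0.0810% ± 0.016 (exact p 0.1, the smallest possible), and 361 of the 363 sequences past the threshold were higher. As in the first RDE-1 co-IP, the unknown choice of the list limits this result. miR-789-2-5p (8.63) and miR-243-3p (6.91, 9772 RPM ± 3541 against 77.2 RPM ± 9.94) were again among the most enriched. As a class, however, microRNAs did not follow the first RDE-1 co-IP: their share was 82.8% ± 3.6 against 96.6% ± 0.75 in the input, and 68 rows were higher and 109 lower (median -0.48), where without an RNAi label 152 were higher and 27 lower and the share was 68.3% ± 8.7 against 31.2% ± 2.5. The libraries differ in 22G-RNAs, and pyrophosphohydrolase is named only for those without an RNAi label. There WAGO-class 22G-RNAs held 38.1% of the inputs and 6.92% of the co-IPs. On nrfl-1 RNAi they held 0.117% and 0.0318%. A fall of 22G-RNAs from so large a share raises the shares of other classes. The microRNA rise without an RNAi label therefore need not reflect binding. For GFP::ALG-1, 3701 of 3794 features were past the threshold, 88 higher and 3613 lower (median -1.96), and after centring 2455 were, with 57.6% higher against 2.38%. The nrfl-1 siRNA row had 523 RPM ± 80.4 in the co-IP and 755 RPM ± 34.3 in the input (-0.54, SE 0.23, limma adjusted p 0.0285), and its direction turned with centring (1.57) and with rescaling (2.76). The 23H-RNA share of the ALG-1 co-IPs, 0.116% ± 0.026, did not differ from that of the inputs, 0.118% ± 0.0072 (exact p 1.0). Single sequences did differ, with 53 of 66 tested past the threshold, 31 higher and 22 lower (median 0.41). The largest rises were those of miR-55-3p, at 43021 RPM ± 4837 against 1567 RPM ± 239 (4.78), and miR-786-3p (4.12). Of the fixed list 7 of 8 tested rows passed for RDE-1 and 7 of 9 for ALG-1, over all features and adjusted over the list alone alike. Their other values were 0.86 and 0.84 for lin-4-5p, 0.59 and 0.17 for let-7-5p, 0.00 and -0.80 for miR-35-3p and -0.77 and -1.11 for Y47H10A.5 22G-RNAs, in RDE-1 and ALG-1 in that order, and 1.83 for miR-243-3p in ALG-1.

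Embryos were compared with adults to see when in development each class is present. Of 9554 features tested, 7424 were past the threshold, 1148 higher and 6276 lower in embryos, with a median log2 fold change of -0.67. After centring the higher share of calls was 49.9% against 15.5%. ERGO-class 26G-RNAs held 0.846% ± 0.19 (SD, n = 2) in embryos and 0.0154% ± 0.0025 (SD, n = 3) in adults, and all 51 tested rows were past the threshold and higher. The 23H-RNA share was 0.117% ± 0.0032 in embryos and 0.0564% ± 0.0053 in adults, and 35 of the 45 sequences past the threshold were higher. The microRNA share rose from 33.1% ± 1.9 to 52.0% ± 2.2, and the WAGO-class 22G-RNA share was 28.4% ± 0.79 against 41.3% ± 0.84. Each of these shares had no overlap between the 2 and 3 libraries (exact p 0.1, the smallest possible). The microRNAs miR-77-3p (from 12084 RPM ± 1483 in adults to 1.83 RPM ± 0.0283 in embryos; log2 fold change -12.05, limma adjusted p 4.20e-10) and lin-4-5p (from 5968 RPM ± 400 to 1.14 RPM ± 0.255; -11.45) fell furthest. miR-35-3p rose from 9555 RPM ± 1468 to 36785 RPM ± 7403 (1.94). The 22G-RNAs of Y47H10A.5, the row that fell furthest in rde-1(ne219), were at 0.8 RPM ± 0.127 in embryos and 897 RPM ± 28.1 in the shared adult libraries (-8.96). Of the fixed list 11 of 13 tested rows passed, over all features and adjusted over the list alone, with let-7-5p (-6.78) and the 22G-RNAs of dcr-1 (-1.13), alg-2 (-0.56) and oma-1 (-0.40) lower and those of alg-1 (0.37) higher. miR-243-3p (-0.44, limma adjusted p 0.0746) did not pass.

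The mRNA libraries showed which genes change in rde-1(ram40), by the labels an allele other than the ne219 of the small RNA libraries. The overall design of the series names ram40, so whether the alleles differ rests on the sample labels alone. The mutated gene, rde-1, had 1504 normalized counts ± 115 in wild type and 0.923 ± 0.129 in the mutant (SD, n = 3 each; log2 fold change -9.61, SE 0.19, limma adjusted p 4.63e-11). Of 11331 genes, 41 were past the threshold, 9 higher and 32 lower, and 895 had an unadjusted p under 0.05. This count rested on single libraries: it was 14 without wild-type replicate 1, 18 without wild-type replicate 2 and 50 without wild-type replicate 3. The largest rise was that of Y47H10A.5, from 17.3 normalized counts ± 2.10 to 109 ± 1.62 (2.59, limma adjusted p 9.05e-05), the gene whose 22G-RNAs fell furthest in rde-1(ne219). Y55F3AM.11 rose from 64.6 ± 10.5 to 189 ± 12.6 (1.54) and pud-1.2 from 97.9 ± 16.8 to 247 ± 27.3 (1.33). After rde-1, the largest falls were those of WBGene00014954 (-2.73) and WBGene00014955 (-2.49), for which no symbol was matched, of ZK673.1 (-1.97) and of ZC317.7, from 301 ± 5.72 to 88.0 ± 5.11 (-1.76). Of the 8 tested genes of the fixed list, rde-1 and Y47H10A.5 passed, 2 over all genes and 2 adjusted over the list alone. The levels of alg-1, alg-2, dcr-1, oma-1, nrfl-1 and rncs-1 differed by at most 0.07 on the log2 scale.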

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

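The tests in this part were chosen after the results they concern had been seen, apart from those of microRNAs enriched 4-fold with RDE-1, the mRNAs, the chance splits and the duplex ends, whose outcomes were predicted before they were run.

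Few features differed in co-IP enrichment between rde-1 RNAi and L4440, 12 for ALG-1 and 10 for ALG-2, and most of those that rose were 23H-RNA sequences. A co-IP that took up more unbound RNA on rde-1 RNAi, or a change in library scale, would raise piRNAs as well. The piRNAs' co-IP over input, in summed RPM, differed by a factor of 0.579 for ALG-1 (0.422 to 0.859 over the pairings of libraries) and of 0.955 for ALG-2 (0.616 to 1.54), while that of the 23H-RNA sequences differed by 3.64 (2.94 to 4.52) and 3.02 (2.85 to 3.20). Neither a less clean co-IP nor scaling gives that pattern. Summed RPM was used because single piRNAs lie near 0 in the co-IPs, where their interactions (medians 0.01 and 0.00) cannot show a change. CSR-class 22G-RNAs rose as well in ALG-1, by a factor of 1.79 (1.45 to 2.23), but not in ALG-2 (0.985). The CSR-class row of rde-1 itself, at 73.3 RPM ± 27.3 in the ALG-1 co-IP on rde-1 RNAi and 1.01 RPM ± 1.03 on L4440, is as large as that rise. Of the tested 23H-RNA sequences, 41 of 54 were higher in the ALG-1 interaction and 25 of 43 in that of ALG-2. With 2 libraries per group, and with many overlapping sequences from few loci, these sequences are not independent of one another.

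One candidate explanation is that, with RDE-1 depleted, small RNAs that it would bind are left to other Argonautes. It predicts that microRNAs enriched 4-fold or more with RDE-1 also gain, among microRNAs alone. A test of RDE-1-enriched 23H-RNA sequences was set aside, since it would nearly repeat the pattern itself. The microRNAs did gain in ALG-1 (33 of 222 microRNA rows, median interaction 0.32 against 0.11, camera p 1.34e-05, and 0.0429 with an estimated correlation; fry p 0.00711), but not in ALG-2 (32 of 218, median -0.02 against -0.06, camera p 0.273). With the 2-fold cutoff of the set in the report, 100 microRNA rows, the gain in ALG-1 was smaller (median 0.22 against 0.0996, camera p 0.00730, but 0.263 with an estimated correlation and fry p 0.0826), and ALG-2 again showed none (camera p 0.140). The result therefore depends on the cutoff and the test. Both sets came from the GFP::RDE-1 co-IP without an RNAi label, where microRNAs rose as a class. On nrfl-1 RNAi more microRNAs were lower (109) than higher (68), so membership may partly reflect the composition of those libraries. The hypothesis is therefore undecided for both proteins, and the loss of rde-1 mRNA under RNAi was not measured.

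The same microRNAs lay on opposite sides of the input in the ALG-1 and ALG-2 co-IPs. miR-35-3p was lower in ALG-1 (log2 fold change -0.79 on L4440 and -0.82 on rde-1 RNAi) and higher in ALG-2 (2.21 and 2.01). miR-243-3p was higher in ALG-1 (1.49 and 1.74) and lower in ALG-2 (-2.70 and -2.56), and miR-243-5p on rde-1 RNAi was at 0.37 in ALG-1 and -2.76 in ALG-2. The tables are separate, so the difference itself was not tested. Scaling cannot reorder microRNAs within a table, so their percentiles among the microRNAs of each table were compared. miR-243-3p lay at 85.6 in ALG-1 and 6.42 in ALG-2 on L4440, 79.2 points apart, and miR-35-3p at 33.8 and 98.6, a difference of -64.8 points. Library-wide scaling is thereby excluded as the source of the order, though not of the signs: after centring, miR-35-3p in ALG-1 was at 1.89 on L4440 and miR-243-3p in ALG-2 on rde-1 RNAi at 0.13. A different microRNA preference of the 2 proteins remains a hypothesis, and different tissues of expression or tags were not tested.

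Chance groupings were examined where 3 libraries faced 3. For rde-1(ne219) and wild type, only the real grouping, 1 of the 10 splits of the 6 libraries into 3 and 3, had as many features past the threshold, and no other split had any. The same held for GFP::RDE-1 on nrfl-1 RNAi (1 of the 10 splits) and GFP::ALG-1 on nrfl-1 RNAi (1 of the 10 splits, with at most 1 feature in another). For the mRNAs it was 2 of the 10 splits of the 6 libraries: putting wild-type replicates 1 and 2 with rde-1(ram40) replicate 1 gave 296 genes against the 41 of the real grouping. No label names what sets these 3 libraries apart, so the mRNA count could largely reflect variation between libraries.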

How the results depend on the processing

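All alternatives but 1 (named below) were fixed before the data were examined, and where an alternative changed a value, the cause was not tested. Of 106 alternative counts over the 13 comparisons, 82 stayed within 1.5 times the count in the report. For single features, 2068 of 2247 values counted as unchanged, and 46 changed direction. Unchanged meant the same direction and call, except where leaving out a library left 1 in a group. There direction and call were not checked, and a log2 fold change within the SD of the libraries counted as unchanged (29 moved further).

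Centring on the library medians lowered the counts for GFP::RDE-1 to 3210, for dcr-1 RNAi to 798, and on nrfl-1 RNAi for GFP::RDE-1 to 1564 and for GFP::ALG-1 to 2455. Without the filter on low features the counts were 31 for dcr-1 RNAi, 10944 and 10141 for ALG-1 on L4440 and rde-1 RNAi, 9938 and 10559 for ALG-2 on the same, 9550 for GFP::RDE-1 and 12929 for GFP::ALG-1 on nrfl-1 RNAi, and 0 for either interaction, against 12 and 10. Rescaling to features that are not microRNAs gave 612 for dcr-1 RNAi, 5825 for ALG-1 on rde-1 RNAi, 13096 for GFP::RDE-1 (4.70% higher against 17.1%) and 5570 for GFP::ALG-1 on nrfl-1 RNAi, 780 for the ALG-1 interaction (15.6% higher against 91.7%, and only 3 shared) and 0 for the ALG-2 interaction. A pseudocount of 0.1 left 2 and 6 in the interactions.

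With the replicate number as a block, the mRNA count was 89 against 41, and no other count moved beyond 1.5 times. Residuals of libraries with the same number correlated by 0.22 at most in the mRNAs and by 0.32 at most in any comparison. Libraries with different numbers were not compared, so pairing is neither shown nor excluded. All 41 mRNAs stayed past the threshold with the block. For GFP::RDE-1 on nrfl-1 RNAi the block used the numbers in the column names, a choice made after seeing the data, and gave 2906 features against 2819. No paired analysis was possible because of the numbering in the dcr-1 RNAi experiment, where the columns are numbered 1 and 3 against 1 and 2 on L4440.

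Leaving out each library in turn gave 5847 to 6876 features for rde-1(ne219), 2300 to 3097 for GFP::RDE-1 and 3075 to 4133 for GFP::ALG-1 on nrfl-1 RNAi, 6899 to 6981 for embryos (only the 3 adult libraries were left out in turn, since 1 embryo library would have remained), and 14 to 50 mRNAs (14 and 18 without wild-type replicates 1 and 2). No fit of this kind was made for comparisons with 2 libraries per group, the interactions included, where 1 library would have remained in a group. There only class shares and the log2 fold changes of single features were recomputed. Whether the interaction counts of 12 and 10 rest on single libraries was therefore not checked. Count tests (edgeR and the like) were not run because whole reads were not recovered for all features.

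The set test in rde-1(ne219) (adjusted p 0.00285) was at 0.946 under fry, 0.511 with an estimated correlation, 0.736 without microRNAs and 0.534 for features enriched 4-fold or more. The call for dcr-1 RNAi held under every alternative, but none of them separates RDE-1 binding from small RNA class.

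Outside microRNAs the 23H-RNA share in co-IP minus input turned from -0.166 to 16.8 points for ALG-1 on L4440, from -0.0800 to 32.3 on rde-1 RNAi, from -0.178 to 11.5 and from -0.162 to 23.7 for ALG-2, and from -0.00216 to 19.2 for GFP::ALG-1 on nrfl-1 RNAi. For GFP::RDE-1 without an RNAi label it ranged from 7.21 to 16.6 points when libraries were left out. The GFP::ALG-1 difference on nrfl-1 RNAi ranged from -0.0103 to 0.0128 (0.0128 without co-IP replicate 3, 0.000718 without input replicate 1). It moved without turning for GFP::RDE-1 (37.2 against 11.9), GFP::RDE-1 on nrfl-1 RNAi (66.4 against 11.8), dcr-1 RNAi (-0.0609 against -0.0284) and embryos (0.160 against 0.0607). The WAGO-class share on dcr-1 RNAi turned from 4.96 to -3.79 points.

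Directions of single features turned mostly in the co-IPs, after centring. For GFP::RDE-1 alg-2 22G-RNAs turned to 0.0602. For ALG-1 on L4440 these were rde-1 22G-RNAs (2.26 in the CSR class, 2.43 in the RNAi class), miR-35-3p (1.89), miR-35-5p (0.90) and Y47H10A.5 (1.95), and on rde-1 RNAi rde-1 (1.81 and 0.77), miR-35-3p (1.87) and miR-35-5p (1.10). For ALG-2 on L4440 they were rde-1 22G-RNAs (1.97 and 2.41), rde-1 23H siRNAs (1.76), miR-243-5p (0.36) and miR-35-5p (0.44), and on rde-1 RNAi rde-1 22G-RNAs (0.45), rde-1 23H siRNAs (1.14), miR-243-3p (0.13) and miR-35-5p (0.89). On nrfl-1 RNAi Y47H10A.5 turned for GFP::RDE-1 (0.49), and miR-35-3p (1.31), rde-1 (0.52), nrfl-1 siRNAs (1.57) and Y47H10A.5 (1.00) for GFP::ALG-1. In embryos oma-1 (0.27 in both classes) and alg-2 (0.12) turned. Rescaling turned Y47H10A.5 on dcr-1 RNAi (-0.0238), rde-1 22G-RNAs for ALG-1 (3.77 and 3.99 on L4440, 2.77 and 1.69 on rde-1 RNAi) and ALG-2 (3.52 and 4.03, then 2.34 and 1.76), rde-1 23H siRNAs for ALG-2 (4.44 and 3.08), Y47H10A.5 for ALG-1 on L4440 (3.75), and nrfl-1 siRNAs (2.76) and Y47H10A.5 (1.48) for GFP::ALG-1 on nrfl-1 RNAi. Summing the rows of rde-1 gave 0.0375 for ALG-1 on L4440 and 0.00118 on rde-1 RNAi, and a pseudocount of 0.1 gave 0.0432 for the rde-1 CSR-class interaction in ALG-1.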

Other observations

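The tests below on 22G-RNAs and mRNAs and on duplex ends were predicted before they were run, and the test on embryos was chosen after its result had been seen.

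The 3 adult libraries of the embryo comparison and the 3 wild-type libraries of the rde-1(ne219) comparison were the same libraries, with identical values in 25921 of the 25921 shared rows. Results that rest on them in both comparisons, such as the low Y47H10A.5 22G-RNAs in the mutant and in embryos, therefore rest on 1 set of controls. Y47H10A.5 was also the gene with the largest mRNA rise in rde-1(ram40), by the labels a different allele, in different libraries.

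Other values did not follow from the labels. The GFP::RDE-1 table without an RNAi label held siRNAs against nrfl-1 (372 RPM ± 18.9 in input and 53693 RPM ± 19274 in co-IP) and against oma-1 (11.6 RPM ± 0.842 and 1669 RPM ± 652). On L4440, siRNAs against dcr-1 were at 64.1 RPM ± 10.1. The siRNAs against rde-1 in the ALG-1 co-IPs on L4440 were at 30.4 RPM ± 32.7, a spread between 2 libraries that exceeds their mean. The classes of the nrfl-1 and oma-1 rows, nrfl-1 exo-siRNA and oma-1 exo-siRNA, name them as siRNAs from introduced double-stranded RNA. The nrfl-1 row held 6.35% ± 2.4 of the summed RPM in these co-IPs. In the RDE-1 co-IPs labelled nrfl-1 RNAi, the nrfl-1 row, under another class name, held 4.49% ± 0.19. An RNAi treatment that the labels leave out would give this. Where the siRNAs against dcr-1 and rde-1 on L4440 came from was not tested. Columns that name HA-tagged ALG-1 for samples labelled GFP::ALG-1 (nrfl-1 RNAi), and RDE-4::FLAG for the dcr-1 RNAi experiment, are likewise unexplained.

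The share of WAGO-class 22G-RNAs was lower in embryos than in adults, which could arise if embryo libraries had been made without pyrophosphohydrolase, since no label names it for them. The labels are incomplete here: none names it for the adults either, though these equal libraries labelled with it. The lower of the 2 embryo libraries had 27.8%, while the highest of the 8 ALG-1 and ALG-2 inputs, which carry no such label either, had 0.354%. The dcr-1 RNAi and L4440 libraries, also without the label, had 45.7% and 40.7%. A missing label therefore does not show that a library was untreated, and the ALG-1 and ALG-2 inputs are not a known untreated reference. Without the enzyme all 22G-RNA classes would fall alike, but they moved apart. The share of 22G-RNAs of 23H-RNA targets was 2.98% ± 0.201 in embryos and 0.498% ± 0.00798 in adults, 5.99 times as high (5.61 to 6.37 over the pairings of libraries), and that of ERGO targets 4.40 times (4.15 to 4.65), while the WAGO (0.687), ALG-target (0.497) and CSR (0.428) classes were lower. Of the rows past the threshold, 25 of 31 and 63 of 99 in the 2 classes that rose were higher. A missing enzyme is thereby excluded as the whole cause. A weaker treatment beside a difference between embryos and adults stays open and was not tested.

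If gained 22G-RNAs silenced their genes, those genes would have lower mRNAs without RDE-1. For genes with 22G-RNAs gained 2-fold or more in rde-1(ne219), 249 of 377 had a tested mRNA, with a median log2 fold change of -0.0048 in rde-1(ram40) against 0.0468 for other genes (camera p 1.30e-04, fry p 0.137; 121 higher and 128 lower, 2 past the threshold). For genes with 22G-RNAs lost, 79 of 154 had one, with a median of -0.06, opposite to a release from silencing (camera p 0.00212, fry p 0.995; 34 higher and 45 lower, 1 past the threshold). The libraries differ, as do the labelled alleles, the shifts are small and the set tests disagree. A general effect of these 22G-RNAs on mRNA can therefore neither be claimed nor excluded.

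The listed 23H-RNA sequences could be cut from double-stranded RNA by Dicer, which leaves 3′ overhangs of 2 nt. Among 3392 pairs of listed sequences that are complementary over at least 15 bases, 35.8% of the duplex ends had an overhang of 2 nt when weighted by the lower RPM of the pair in the RDE-1 co-IP. The next most frequent was 1 nt with 16.3%, and without weights 2 nt made up 14.7% of the 6784 ends. That is consistent with Dicer products, but the list was chosen in the study and shifted copies of the same duplex count more than once, so it is not an independent test. Of the 23H-RNA RPM in the RDE-1 co-IP, 72.8% lay in sequences of 23 nt and 73.1% in sequences that begin with T (U in the RNA). In the input these were 67.2% and 68.1%, so most of this bias was already present before the co-IP. Without weights, 43.8% of the listed sequences had 23 nt and 41.7% began with T. The larger values by RPM therefore reflect the more abundant sequences.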
